A study of Mus musculus with 12 samples. Its data were reported in "Bromodomain Inhibitors Modulate FcγR-Mediated Mononuclear Phagocyte Activation and Chemotaxis" (2022).

How the data were processed

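Total RNA was sequenced from bone marrow-derived macrophages (BMDMs) of C57BL/6 mice. Per the labels, cells were grown for 5 days in M-CSF at 100 ng/mL with fresh medium on day 3. They were then exposed for 4 hours to I-BET151 (iBET, an inhibitor of the bromodomain proteins of the BET family) at 5.0 µM or to the solvent DMSO, together with ovalbumin (Ova) or ovalbumin in an immune complex with IgG (IC). The labels describe drug and stimulus as given at the same time, whereas the study's text places the drug first, so the order is uncertain. There were 4 groups of 3 libraries, and mice A, B and C each gave 1 library to each group.

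The authors deposited 2 tables. The first holds counts per gene symbol, which the authors made by trimming reads with Trim Galore, aligning them to mm10 with HISAT2 and assigning them to genes with featureCounts in Rsubread. The annotation, the use of strand and the treatment of reads with several alignments were not stated. The second deposited table holds a normalized signal. It was checked against the first and equalled each library's counts divided by its DESeq2 median-of-ratios size factor, with a largest relative gap of 5.96e-15. The count table held 24421 symbols, none repeated. Of these, 24045 (98.5%) were matched to GENCODE vM21 on GRCm38/mm10, directly (23376) or through a unique RefSeq synonym. Positions, lengths and GC content were taken from that annotation.

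Counts were analysed in edgeR 4.0.16 (R 4.3.3). Genes were kept by filterByExpr at its defaults (minimum count 10), which left 11468. TMM factors were computed, and 1 quasi-likelihood model with robust dispersion and 1 term per group was fitted to the 12 libraries. There were 5 contrasts: IC against Ova in DMSO, IC against Ova in iBET, iBET against DMSO in Ova, iBET against DMSO in IC, and the interaction, which is the IC response in iBET minus that in DMSO. P-values were two-sided and adjusted by Benjamini-Hochberg over all genes tested, and a gene was called at an adjusted p under 0.05. Standard errors (SE) are the absolute log2 fold change divided by the square root of the F statistic. CPM values (counts scaled to a common library size) are TMM-normalized and given as mean ± SD over 3 libraries. Changes per mouse are differences of log2 CPM with a prior count of 2.

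The gene sets were 9 lists written by hand before the data were examined, for NF-kB regulators and targets, chemokines, interferon-stimulated genes, Toll-like receptors and adaptors, lysosome, endocytic machinery, phagocytic receptors and bridging molecules, actin cytoskeleton, and cell cycle. They were tested with camera (limma 3.58.1, inter-gene correlation 0.01), adjusted over the 9 sets of a contrast. The pathway collections of the study were not used here. Of the genes tested, 4 of the NF-kB list (Nfkbia, Nfkbie, Tnf and Ikbke) and 1 of the chemokine list (Cxcl2) had been singled out by the study on these libraries, and Cxcl10 was in both the chemokine and the interferon lists.

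The genes to be named were fixed by a rule written before the data were examined. It took 3 panels: the Fc gamma receptor genes Fcgr1, Fcgr2b, Fcgr3, Fcgr4 and Fcer1g; a list of 5 BET-related genes, Brd2, Brd3, Hexim1 and Myc among them; and Irg1, Jag1, Tnf, Nfkbia, Nfkbie, Cxcl2 and Ikbke, which the study singled out on these libraries and which are therefore not independent evidence. For each contrast it added the 3 genes with the largest rise and the 3 with the largest fall among genes called with a mean count of at least 50 and the same direction in 3 of 3 mice. Other genes are named only where a count was 5 or lower or a gene was singled out, and these were chosen after their values were seen. Some genes that the rule selects are not reported here.

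To compare the size of the IC response between arms without using the same libraries to choose and to measure, genes called higher with IC in DMSO were chosen in a fit without 1 mouse. The median log2 change of those genes in the mouse left out was then taken in each arm, and the ratio iBET over DMSO was averaged over mice.

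Alternatives set before the data were examined were DESeq2 1.42.0, DESeq2 size factors in edgeR, no filter or at least 10 counts in every library, mouse as a block in edgeR and in DESeq2, 1 surrogate variable (sva 3.50.0), the compared groups fitted alone, the authors' normalized signal in limma with a pseudocount of 1, stricter thresholds, and the omission of each library and each mouse in turn. For sets, an estimated inter-gene correlation and fry were added. Alternatives chosen after seeing the data were the removal of Rn45s, limma voom with sample weights, removal of a loess trend (span 0.5) on transcript length and GC content with and without the block, and held-out ratios from fixed choices of 50 genes.

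The pairing by mouse comes from the labels, which give each library's animal. It was checked on deviations from group means. The 18 pairs of libraries from the same mouse had correlations across genes of -0.07 to 0.54 (median 0.26), with 14 above 0. Those below 0 each joined the iBET Ova library of mouse A or B to a DMSO library of the same mouse. The same libraries crossed between mice A and B gave 0.18 to 0.27. For these libraries the check did not bear out the pairing, which rests on the labels. The 36 pairs from different mice ranged from -0.50 to 0.27 (median -0.13). Their negative median is partly forced, since deviations within a group sum to 0. The study used DESeq2 and removed batch effects with sva, and did not state that mouse was a term in its model, so the block and a surrogate variable were alternatives.

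The pipeline was tested on simulated data drawn from the real means and library sizes for 11468 genes with 200 changed. It called 172 of the 200 (86.0%) and 7 others (3.91% of those called), and the slope of fitted on true changes was 0.988. With nothing changed it called 0 genes. When the simulated response in iBET was 0.7 of that in DMSO, the interaction called 0 genes and the held-out ratio was 0.68. When the simulated response was absent from iBET, the interaction called 137 of the 200 (68.5%). The changed genes lay above a floor of expression, their changes had a lower limit of size, and no difference between mice was simulated. The shares called therefore do not carry over to weaker changes or to genes of lower expression.

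Library totals ranged from 7.55 M to 17.4 M counts. Shares of counts carry 95% Wilson intervals, which cover counting error only, since reads without molecular identifiers are not independent molecules. Because the use of strand in counting was not stated, genes that overlap others are reported as uncertain, and so are related genes that could share reads. Figures and tables were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.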

Results

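Gene counts from 12 libraries of mouse BMDMs were examined in 4 groups of 3 (DMSO Ova, iBET Ova, DMSO IC and iBET IC). Total counts ranged from 7.55 M to 17.4 M per library. In 11 libraries the ribosomal precursor transcript Rn45s took between 1.41% and 7.83% of the counts. In the DMSO Ova library of mouse A it took 77.4% (95% Wilson interval 77.4% to 77.4%), which left 1.77 M counts on other genes. The other libraries held between 7.25 M and 16.9 M counts outside Rn45s. The first principal component, with 52.1% of the variance, separated the 6 iBET libraries from the 6 DMSO libraries, and the second, with 17.4%, set the DMSO Ova library of mouse A apart from the other 11.

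**Figure D1:**
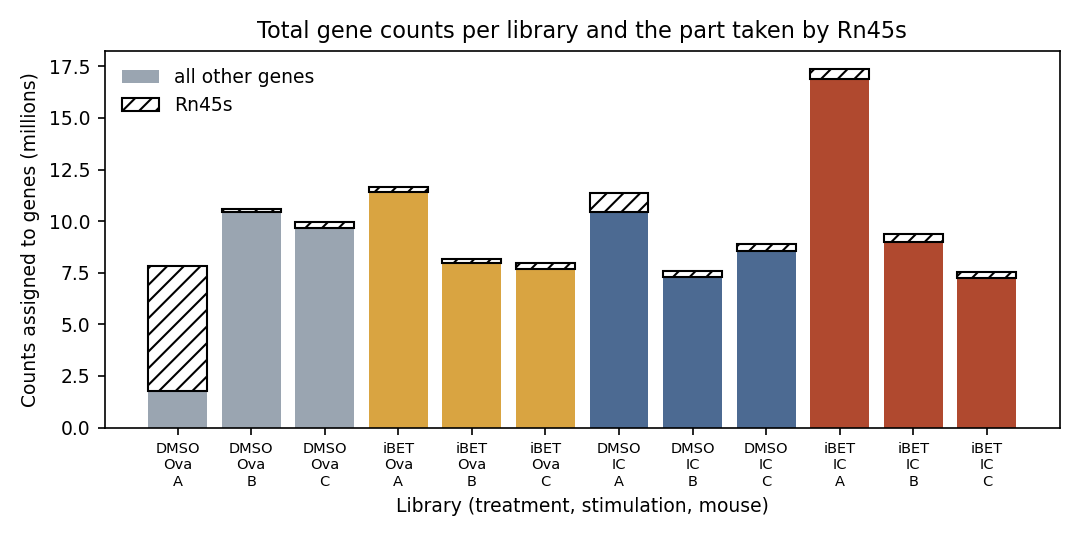
Counts assigned to genes in M (vertical axis) for each of the 12 libraries (horizontal axis, treatment, stimulation and mouse), with the hatched part showing Rn45s. The DMSO Ova library of mouse A has 77.4% of its counts on Rn45s, and the other 11 have at most 7.83%.

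The comparison of IC with Ova in DMSO asked which transcripts respond to engagement of Fc gamma receptors in the absence of the inhibitor. Of 11468 genes tested, 140 were called, 84 higher and 56 lower with IC, and 1341 had an unadjusted p under 0.05. The change was at least 2-fold in 45 of the 140. With mouse as a block, 315 genes were called (169 higher), among them all 140. Without mouse B, 0 genes were called (600 at an unadjusted p under 0.05), without mouse C 10, and without mouse A 159. The count was 45 without the DMSO Ova library of mouse B. It was 504 with 1 surrogate variable, and 5 when the 6 libraries of the compared groups were fitted alone (Tnfaip3, Jdp2, Klhl24, Jag1 and Cxcl2, named after their values were seen).

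The genes with the largest rise in that contrast were Irg1 (log2 fold change 2.94), Socs3 (2.64) and Cxcl2 (1.94). The largest falls were in Fam214a (-1.71, SE 0.25, adjusted p 0.00465), Rnf144b (-1.68, SE 0.25, adjusted p 0.00576) and Bmf (-1.38, SE 0.26, adjusted p 0.0244). Each of the 6 moved the same way in 3 of 3 mice. Socs3 rose from 0.908 ± 0.815 to 7.65 ± 2.43 CPM (SE of the log2 fold change 0.42, adjusted p 0.00827). Its call was lost without the DMSO Ova library of mouse B (adjusted p 0.0863), and that of Bmf in 3 of the 12 fits without 1 library, with the highest adjusted p (0.164) without the same library. The calls of Fam214a and Rnf144b held in those 12 fits, and all 6 calls were lost without mouse B. Those of Socs3, Fam214a, Rnf144b and Bmf were also lost without mouse C, and that of Bmf without mouse A (adjusted p 0.0532). The 6 changes kept their direction in the 3 fits without 1 mouse.

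The same comparison in iBET asked which of these responses occur with BET proteins inhibited. There, 40 genes were called, 36 higher and 4 lower with IC (Rgs2, Dnajc28, Txnip and Rere, the last named after its values were seen), and 860 had an unadjusted p under 0.05. The change was at least 2-fold in 20 of the 40. With mouse as a block the count was 85 (68 higher), among them all 40. It was 99 when the compared groups were fitted alone, 12 without the iBET Ova library of mouse B, 0 without mouse B (289 at an unadjusted p under 0.05), 9 without mouse C and 305 without mouse A. The largest rises were again in Irg1 (3.24), Socs3 (2.43, SE 0.37, adjusted p 0.0118) and Cxcl2 (2.21), each in 3 of 3 mice. The largest falls, also in 3 of 3 mice, were in Dnajc28 (-1.04, SE 0.18, adjusted p 0.0237), Txnip (-1.0, SE 0.13, adjusted p 0.0038) and Rgs2 (-0.81, SE 0.12, adjusted p 0.0118). Of the 12 fits without 1 library, 4 lost the call of Socs3, 4 that of Rgs2 and 6 that of Dnajc28, with the highest adjusted p without the iBET Ova library of mouse B (0.0935, 0.0901 and 0.167). The calls of Socs3, Dnajc28, Txnip and Rgs2 were lost without mouse B and without mouse C, and those of Irg1 and Cxcl2 without mouse B. The changes of these genes kept their direction in the 3 fits without 1 mouse. Txnip overlaps an annotated gene on the opposite strand, so its value is uncertain.

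Both arms called 26 genes, all with the same sign, where 0.283 would be shared by chance if the calls were independent. Of the 140 genes called in DMSO, 136 had the same sign in iBET and 123 a smaller change. The other 4 were Polr3g, Fas, Il1rn and Sipa1l2, named after their values were seen. The median log2 fold change of the 84 genes called higher was 0.87 in DMSO and 0.62 in iBET, but these genes were chosen on the DMSO libraries, which favours DMSO. Of the 40 genes called in iBET, all had the same sign in DMSO and 30 a smaller change, and the median of the 36 called higher was 1.05 in iBET and 0.89 in DMSO.

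**Figure D2:**
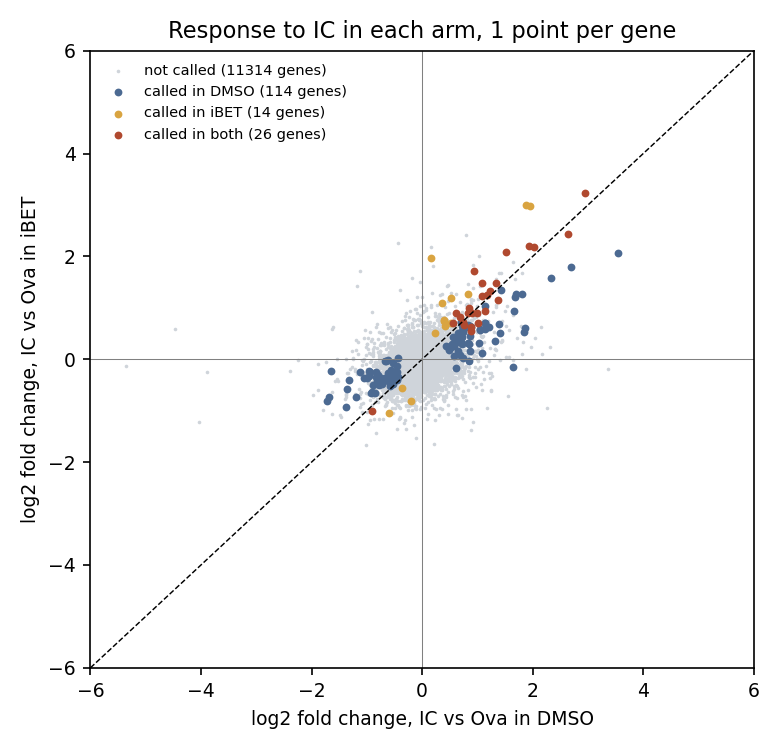
Log2 fold change of IC against Ova in DMSO (horizontal axis) and in iBET (vertical axis) for 11468 genes, 1 point per gene, coloured by the arm in which the gene was called. The 26 genes called in both arms moved in the same direction in both, and the dashed line marks equal change.

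The interaction tested whether the IC response itself differed between arms. It called 0 of 11468 genes, with 292 (2.55%) at an unadjusted p under 0.05 and a smallest adjusted p of 0.388. With mouse as a block it called 0 genes, with 443 at an unadjusted p under 0.05. In simulated data the interaction called 68.5% of genes whose response was absent from iBET and 0 genes when the response was reduced to 0.7, so a reduction of that size was not detectable gene by gene in the simulation, and stronger partial reductions were not simulated. The simulated changes had a lower limit of size, so the 68.5% does not carry over to weaker responses. DESeq2 called 4 genes. These were Jdp2, Il1rn and Acsl1, whose responses in edgeR were smaller in iBET by interaction values of -1.26, -0.89 and -0.95, and Rbm12b1, whose response was larger (1.82). Their adjusted p-values in edgeR were 0.642, 0.701, 0.701 and 0.388. DESeq2 with the block called these and Tnfaip2 and Jag1, 6 in all. The 6 were named after their values were seen. Rbm12b1, the 1 gene called by edgeR without the iBET IC library of mouse B, has a close relative beside it that could share its reads, and Jdp2, Acsl1 and Tnfaip2 overlap annotated genes on the opposite strand, so these values are uncertain.

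For the genes chosen in a fit without the mouse in which they were measured, the ratio of the median IC response in iBET to that in DMSO was 0.72 in mouse A (106 genes) and 0.64 in mouse C (9 genes). No genes were called without mouse B, so that mouse gave no value. The mean was 0.679 ± 0.0588 (SD, n = 2 mice), and with so few mice the ratio was not tested. The ratio moved most when genes were chosen by their response in iBET, to 1.16 ± 0.18 (n = 2 mice).

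The study singled out 7 genes of the IC response on these libraries, so their calls are not independent evidence. All 7 were called higher with IC in DMSO, and so were 7 when adjusted over the list alone. In iBET 5 were called over all genes and 7 adjusted over the list alone. Irg1 (annotated as Acod1, chromosome 14, 103046977 to 103056573 on GRCm38/mm10) rose with IC from 5.90 ± 2.94 to 50.6 ± 14.5 CPM in DMSO (SE 0.31, adjusted p 0.00137) and from 1.44 ± 0.595 to 13.8 ± 1.44 CPM in iBET (SE 0.35, adjusted p 0.00148), in 3 of 3 mice in each arm. Its interaction was 0.29 (SE 0.46, unadjusted p 0.536). The log2 fold change of Irg1 with iBET was -2.17 in Ova (SE 0.37, adjusted p 0.000972) and -1.88 in IC (SE 0.28, adjusted p 0.000316), again in 3 of 3 mice.

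Jag1 (chromosome 2, 137081456 to 137116644) rose with IC from 111 ± 7.57 to 274 ± 29.8 CPM in DMSO (log2 fold change 1.31, SE 0.16, adjusted p 0.0017, 3 of 3 mice). In iBET it rose from 125 ± 22.3 to 159 ± 27.1 CPM (0.35, SE 0.15, adjusted p 0.625, 3 of 3 mice). Its interaction was -0.96 (SE 0.22, 3 of 3 mice), with an adjusted p of 0.997 over all genes and 0.00565 adjusted over the list alone. Ikbke (chromosome 1, 131254343 to 131279606, overlapped by annotated genes on the opposite strand) rose by 0.83 in DMSO (SE 0.12, adjusted p 0.00583) and 0.32 in iBET (SE 0.12, adjusted p 0.549), in 3 of 3 mice in each arm. Its interaction was -0.50 (SE 0.18), with an adjusted p of 1.00 over all genes and 0.0488 adjusted over the list alone. The interaction called 0 of the 7 genes over all genes (2 at an unadjusted p under 0.05) and 2 adjusted over the list alone.

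The other 4 of the 7, Tnf, Nfkbia, Nfkbie and Cxcl2, rose with IC in 3 of 3 mice in both arms. Their log2 fold changes were 1.09, 1.13, 0.90 and 1.94 in DMSO (adjusted p 0.00576, 0.00207, 0.0083 and 0.00142). In iBET they were 1.23, 0.94, 0.89 and 2.21 (adjusted p 0.00396, 0.00935, 0.0118 and 0.000832). Their interactions ranged from -0.19 to 0.27. Without mouse B the calls of the 7 genes for IC in DMSO and of the 5 in iBET were lost. Without mouse C, those of Tnf, Nfkbie and Ikbke in DMSO and of Tnf and Nfkbie in iBET were lost as well. In the 3 fits without 1 mouse, the change in DMSO was 2.92 to 3.08 for Irg1 and 1.27 to 1.40 for Jag1. It was 1.04 to 1.16 for Tnf, 1.03 to 1.32 for Nfkbia and 0.82 to 0.95 for Nfkbie. For Cxcl2 it was 1.87 to 2.11 and for Ikbke 0.78 to 0.93. The 5 genes called in iBET also kept their direction there, so the rise was not confined to mouse B. The iBET calls of Nfkbia and Nfkbie were lost in 3 and 4 of the 12 fits without 1 library, with the highest adjusted p (0.0858 and 0.0941) without the iBET Ova library of mouse B. Levels with IC were higher in iBET than in DMSO for Tnf (166 ± 10.7 against 99.8 ± 23.0 CPM), Nfkbia (284 ± 36.7 against 204.8 ± 15.3 CPM) and Nfkbie (143 ± 9.75 against 85.8 ± 16.8 CPM). The changes with iBET in IC were 0.73, 0.47 and 0.74 (SE 0.16, 0.14 and 0.14; adjusted p 0.00317, 0.018 and 0.0013), and in Ova 0.59, 0.66 and 0.74 (SE 0.16, 0.14 and 0.14; adjusted p 0.0151, 0.00329 and 0.0018), in 3 of 3 mice each. The Tnf call in Ova was lost without the DMSO Ova library of mouse A (adjusted p 0.0721), and the Nfkbia call in IC in 3 of the 12 fits without 1 library, with the highest adjusted p (0.0818) without the iBET IC library of mouse B. Without mouse B the adjusted p was 0.159 in Ova and 0.0884 in IC for Tnf, and 0.0718 and 0.163 for Nfkbia. Ikbke was lower with iBET in both stimulations, at -0.63 in Ova (SE 0.13, adjusted p 0.00245) and -1.14 in IC (SE 0.12, adjusted p 2.76e-05), in 3 of 3 mice, and its call in Ova was lost without mouse B (adjusted p 0.0884) and without mouse C. With iBET, Jag1 was lower in IC (-0.78, SE 0.15, adjusted p 0.00185, 3 of 3 mice) and not called in Ova (0.18, adjusted p 0.423, 2 of 3 mice). Cxcl2 was called in neither stimulation (-0.04 in Ova and 0.23 in IC, adjusted p 0.92 and 0.404, 2 of 3 mice each).

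**Figure D3:**
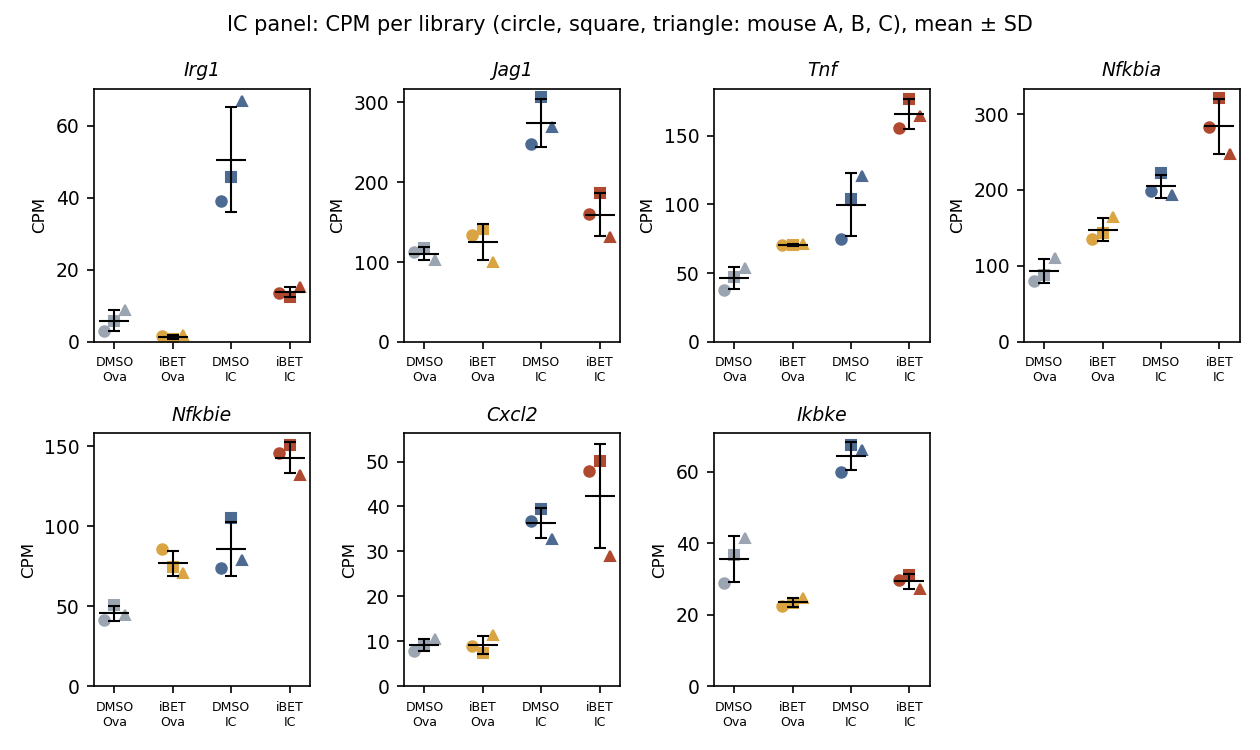
CPM (vertical axes) of the 7 genes singled out by the study in the 4 groups (horizontal axes), with 1 symbol per library and horizontal lines for the mean ± SD of 3 libraries. Irg1 rises with IC in both arms from a lower level in iBET, Jag1 reaches 274 CPM with IC in DMSO and 159 CPM in iBET, and Tnf with IC is higher in iBET (166 CPM) than in DMSO (99.8 CPM).

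The comparison of iBET with DMSO in Ova asked what the inhibitor changes in cells without the immune complex. It called 3593 genes (31.3% of those tested), 1963 higher and 1630 lower, of which 1198 changed at least 2-fold. The count moved most, among settings that kept the threshold, without mouse B, to 1310. With the DESeq2 size factors the median of all genes moved by -0.04 and the share of higher genes among those called went from 54.6% to 49.1%. In IC, iBET changed 3987 genes (34.8%), 2177 higher and 1810 lower, of which 1318 changed at least 2-fold, and without mouse B 1769. Called with the same sign in both stimulations were 2970 genes, where 630 would be shared by chance if the calls were independent, and 3 genes were called with opposite signs (Myl6b, Fas and Acsl1, named after their values were seen). Across genes the 2 sets of changes had a Pearson correlation of 0.892, and genes are not independent replicates.

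Among the largest rises with iBET in Ova were Mt2 (3.40, SE 0.25, adjusted p 3.58e-06) and Kctd12 (3.19, SE 0.12, adjusted p 3.73e-08). Among the largest falls were Sla (-4.23, SE 0.40, adjusted p 1.25e-05) and Gpr183 (-3.53, SE 0.22, adjusted p 4.70e-07). In IC the largest rises were in Vdr (3.81, SE 0.32, adjusted p 3.94e-06), Abhd15 (3.77, SE 0.29, adjusted p 2.29e-06) and Mt2 (3.70, SE 0.25, adjusted p 1.37e-06). Among the largest falls there were Tfap4 (-3.90, SE 0.24, adjusted p 4.60e-07) and Sla (-3.78, SE 0.39, adjusted p 1.98e-05). Each moved the same way in 3 of 3 mice, and these calls held in the 15 fits without 1 library or 1 mouse. Kctd12 went from 171 ± 10.1 to 1561 ± 204.2 CPM in Ova. Mt2, Kctd12 and Abhd15 overlap other annotated genes, so their values are uncertain.

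Of the 84 genes called higher with IC in DMSO, iBET lowered 43 and raised 15 in IC-treated cells (median log2 fold change -0.42). In Ova it lowered 20 and raised 20 of them (median -0.07). Of the 56 called lower with IC, iBET raised 29 and lowered 13 in IC (median 0.48), and raised 22 and lowered 19 in Ova (median 0.07). The DMSO libraries entered both the choice and the measurement, which pushes the IC medians in the directions seen and the Ova medians in the opposite directions.

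The Fc gamma receptor genes showed whether the inhibitor alters the receptors through which IC acts. None of the 5 was called for IC against Ova in either arm, and 0 had an unadjusted p under 0.05. With iBET in Ova, 1 was called over all genes and 1 adjusted over the list alone. This was Fcgr3 (chromosome 1, 171051174 to 171064935), which went from 282 ± 19.995 to 193 ± 16.9 CPM (-0.54, SE 0.13, adjusted p 0.00657, 3 of 3 mice). With iBET in IC, 2 were called over all genes and 3 adjusted over the list alone. Fcgr3 went from 236 ± 21.8 to 172 ± 27.7 CPM (-0.45, SE 0.13, adjusted p 0.0162, 3 of 3 mice), a call lost without the iBET IC library of mouse B (adjusted p 0.074) and without the DMSO IC library of mouse C. Fcgr2b fell by 0.54 (SE 0.19, adjusted p 0.0423, 3 of 3 mice), and its call was lost in 8 of the 12 fits without 1 library, with the highest adjusted p (0.174) without the DMSO IC library of mouse C. Fcgr1 fell by 0.47 in Ova and 0.72 in IC, in 3 of 3 mice each (SE 0.28 and 0.28, adjusted p 0.23 and 0.0637). With mouse as a block Fcgr1 was called in both (adjusted p 0.0044 and 0.000274), and without the block it was also called in IC in 3 of the 12 fits without 1 library, with the lowest adjusted p (0.0167) without the iBET IC library of mouse A. Fcgr2b in Ova (-0.47, SE 0.19, adjusted p 0.0871, 3 of 3 mice) was called without the DMSO IC library of mouse A (adjusted p 0.0457), and its interaction was -0.07 (SE 0.27, unadjusted p 0.803). The call of Fcgr3 was lost in 2 of the 3 fits without 1 mouse in each stimulation, with the highest adjusted p without mouse C (0.0708 in Ova and 0.14 in IC). Fcgr4 and Fcer1g were not called. The direction of Fcgr4 changed with the libraries included in both stimulations, and that of Fcer1g in Ova without mouse A. Fcgr2b, Fcgr3 and Fcgr4 are related neighbours whose reads the counting could split, and Fcgr2b overlaps a gene on the opposite strand, so these values are uncertain.

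Among the BET-related genes, 3 of 5 were called with iBET in each stimulation, over all genes and adjusted over the list alone. Brd2 rose from 297 ± 50.8 to 1707 ± 17.8 CPM in Ova (2.53, SE 0.13, adjusted p 1.96e-07) and from 242 ± 29.7 to 1706 ± 11.4 CPM in IC (2.82, SE 0.13, adjusted p 8.12e-08). Hexim1 rose by 2.44 in Ova (SE 0.18, adjusted p 1.88e-06) and from 26.2 ± 5.99 to 148 ± 17.4 CPM in IC (adjusted p 1.12e-06). Myc changed by -1.72 in Ova (SE 0.24, adjusted p 0.000235) and -2.27 in IC (SE 0.24, adjusted p 2.61e-05). Each of these changes was seen in 3 of 3 mice. Brd2 overlaps genes on the opposite strand, so its value is uncertain. Brd3 was called in neither stimulation in edgeR with or without the block, and its direction in Ova changed without mouse A. For IC against Ova, 0 of the 5 were called in either arm over all genes (2 in DMSO and 1 in iBET at an unadjusted p under 0.05), and 1 was called in DMSO adjusted over the list alone. That was Myc (0.73, SE 0.23, adjusted p 0.0364 over the list and 0.173 over all genes, 3 of 3 mice).

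**Figure D4:**
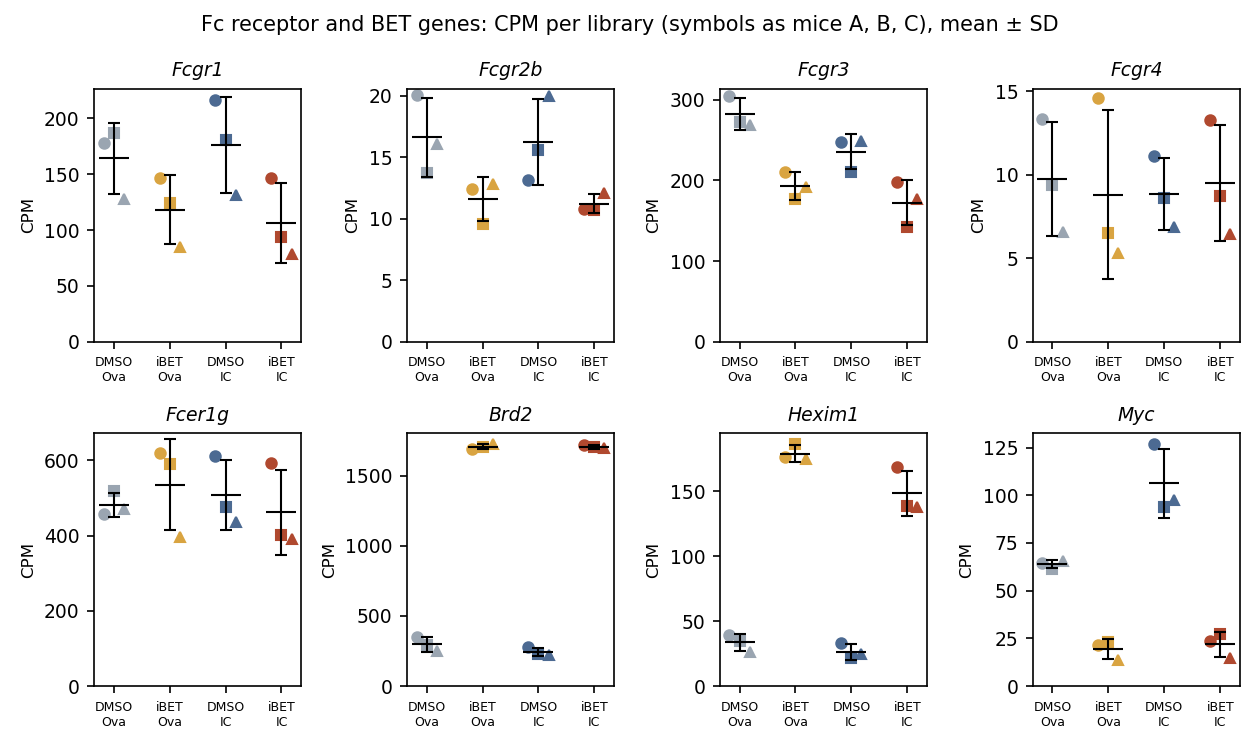
CPM (vertical axes) of Fc receptor and BET-related genes in the 4 groups (horizontal axes), with 1 symbol per library and horizontal lines for the mean ± SD of 3 libraries. Brd2 and Hexim1 are higher and Myc lower in each iBET library than in each DMSO library, and Fcgr3 is lower in iBET than in DMSO in each mouse.

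Of the 9 gene sets, camera called 2 for IC against Ova in DMSO, both higher. These were NF-kB regulators and targets (median log2 fold change 0.83, 29 of 31 genes higher, adjusted p 1.77e-50) and chemokines (0.72, 13 of 16 genes higher, adjusted p 7.62e-10). Without the DMSO Ova library of mouse B, 4 sets were called. In iBET it called 4 sets, all higher. NF-kB regulators and targets had a median of 0.76 (29 of 31 genes higher, adjusted p 5.61e-78) and chemokines 0.89 (13 of 16 genes higher, adjusted p 8.37e-13). Toll-like receptors and adaptors had a median of 0.13 (16 of 23 genes higher, adjusted p 0.0193) and were lost without the iBET Ova library of mouse C (adjusted p 0.262). Lysosome had a median of 0.07 (41 of 57 genes higher, adjusted p 0.0461) and was lost with mouse as a block (adjusted p 0.0579) and in 3 of the 12 fits without 1 library, with the highest adjusted p (0.707) without the iBET Ova library of mouse C. Without mouse C, 2 sets were called in iBET, NF-kB regulators and targets and chemokines. Cell cycle in DMSO (-0.22, 3 of 42 genes higher, adjusted p 0.149) was called with the block (adjusted p 3.79e-05). The camera p-values above assume an inter-gene correlation of 0.01, which overstates certainty where genes vary together. With estimated correlations of 0.108 in DMSO and 0.124 in iBET, camera gave NF-kB regulators and targets an adjusted p of 0.000279 and 7.92e-05. For chemokines, with estimates of 0.0917 and 0.0741, it gave 0.009642 and 0.002775.

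With iBET, camera called 4 sets in each stimulation. Cell cycle was lower (median -0.84 in Ova and -0.71 in IC, adjusted p 8.04e-05 and 0.00101), with 1 and 3 of 42 genes higher. Its call in IC was lost without the DMSO IC library of mouse C (adjusted p 0.0548). The size of its median depended on single libraries. In the 12 fits without 1 library it ranged from -1.279 to -0.4201 in Ova and from -1.105 to -0.1545 in IC. Interferon-stimulated genes were lower (-0.51 and -0.68, adjusted p 8.53e-06 and 3.92e-07), with 8 and 5 of 45 genes higher, and so were Toll-like receptors and adaptors (-0.58 and -0.46, adjusted p 3.44e-06 and 0.000317), with 7 and 8 of 23 genes higher. Lysosome was higher (0.21 and 0.26, adjusted p 0.0356 and 0.025), with 47 and 48 of 57 genes higher. Its call in Ova was lost without the iBET Ova library of mouse A (adjusted p 0.273) and without the DMSO Ova library of mouse A, and its call in IC without the DMSO IC library of mouse A (adjusted p 0.109) and without the iBET IC library of mouse A. With iBET neither NF-kB regulators and targets (adjusted p 0.418 in Ova and 0.597 in IC) nor chemokines (0.849 and 0.772) were called. The interaction called 0 sets (2 at an unadjusted p under 0.05) and 3 with mouse as a block, which were cell cycle (adjusted p 0.0205), interferon-stimulated genes (0.0205) and Toll-like receptors and adaptors (0.0419), with medians of 0.07, -0.15 and 0.14. Without 1 library it called up to 4 sets, without the iBET IC library of mouse C. Endocytic machinery, phagocytic receptors and bridging molecules, and actin cytoskeleton were not called by camera in the 5 contrasts, except that endocytic machinery was called with iBET in IC when no filter on low counts was applied. The inter-gene correlation estimated for cell cycle with iBET was 0.776 in Ova and 0.773 in IC. With these estimates its camera adjusted p was 0.779 and 0.854. Under an estimated inter-gene correlation the calls that held were NF-kB regulators and targets and chemokines in both arms, and Toll-like receptors and adaptors with iBET in Ova. Under fry those held as well, and so did Toll-like receptors and adaptors with iBET in IC, interferon-stimulated genes with iBET in both stimulations and lysosome with iBET in IC. Fry also called endocytic machinery (adjusted p 0.0179, median 0.14, 26 of 38 genes higher) and actin cytoskeleton (adjusted p 0.0365, median 0.06, 28 of 47 genes higher) with iBET in IC, which camera did not (adjusted p 0.227 and 0.597).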

Values the study reported

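The study counted 377 differentially expressed genes for IC against Ova in BMDMs with DMSO and 181 in BMDMs with iBET. It gave 2263 genes changed by iBET, which it put at 9.3% of the transcripts captured, after 4.5 hours of exposure.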

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

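The tests on single libraries, on the other genes of the panel and on opposite signs were chosen only after the results were seen.

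The IC response of Jag1 was smaller in iBET than in DMSO, with an interaction of -0.96 (SE 0.22, unadjusted p 0.000807, 3 of 3 mice). It was taken up here because the difference passed a test adjusted over the list alone (0.00565), while over all genes the adjusted p was 0.997. Across the alternatives the value ranged from -1.10 to -0.84, and the adjusted p from 0.000388 to 1.00. In the 15 fits without 1 library or 1 mouse the unadjusted interaction p was at most 0.0121, which argues against 1 library deciding the difference. The study chose these genes on the same libraries, and this choice cannot be told apart from an effect of the drug: the other 5 genes of the panel had a median interaction of 0.14 (-0.19 to 0.29), but they were chosen in the same way. A weaker response of Jag1 under BET inhibition may therefore be offered as a hypothesis only.

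The IC response of Ikbke was also smaller in iBET, with an interaction of -0.50 (SE 0.18, unadjusted p 0.0139, 3 of 3 mice) and an adjusted p of 0.0488 over the list alone and 1.00 over all genes. Across the alternatives the value ranged from -0.62 to -0.37, and the adjusted p from 0.735 to 1.00. The unadjusted interaction p rose to 0.0852 without mouse B and was under 0.05 in 13 of the 15 fits without 1 library or 1 mouse, so dependence on single libraries stays open. The choice of Ikbke by the study stays open too, since the median of 0.14 for the other 5 genes cannot decide it. Annotated genes on the opposite strand overlap Ikbke, and how reads there were assigned was not tested.

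Tfap4 rose with IC in each mouse in DMSO (0.36, SE 0.19) and fell in each mouse in iBET (-0.61, SE 0.29), a difference of -0.96. It was taken up because of the opposite signs. The interaction had an unadjusted p of 0.0175 and an adjusted p of 1.00. Of 66 pairs of gene and contrast examined, 1 had opposite signs in every mouse, where 2.06 would be expected if every sign were random. Many of these genes were chosen for a steady change, so that number cannot decide whether chance accounts for Tfap4, which stays open. Tfap4 was itself chosen for its fall with iBET in IC. That choice favours a high level in DMSO IC and a low level in iBET IC, and so the opposite signs seen. Counts of Tfap4 in the iBET libraries were between 4 and 16.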

How the results depend on the processing

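The removal of Rn45s, limma voom with sample weights, removal of a trend on length and GC content, and the held-out ratios from 50 genes were chosen after seeing the data. The split tests were set before their results were seen. The cause of the changes below was not tested unless stated.

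For IC against Ova in DMSO (140 genes called), DESeq2 called 270, mouse as a block in edgeR 315, the block in DESeq2 427, 1 surrogate variable 504, voom with sample weights 266, and the block with the trend removed 350. The compared groups fitted alone gave 5. For IC against Ova in iBET (40 genes called) the same settings gave 103, 85, 176, 130, 243, 106 and 99. So the order of the arms was turned around when the compared groups were fitted alone (5 and 99) and without mouse A (159 and 305). At an adjusted p under 0.01 the counts were 48 and 19, and at 1e-05 they were 0 and 0, from the 1341 and 860 genes at an unadjusted p under 0.05. With at least a 2-fold change they were 45 and 20. These fall because the thresholds are stricter.

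For iBET against DMSO, adjusted p under 0.01, under 1e-05 and a 2-fold change gave 2129, 132 and 1198 genes in Ova, 2496, 168 and 1318 in IC, and 1772, 111 and 922 in both stimulations. The interaction called 4 genes with DESeq2 and 6 with DESeq2 and the block, and could not be fitted from the compared groups alone.

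Across the 15 fits that left out 1 library or 1 mouse, the counts ranged from 0 to 159 for IC in DMSO, 0 to 305 for IC in iBET, 1310 to 3899 for iBET in Ova, 1769 to 4469 for iBET in IC, 1076 to 2817 for iBET in both stimulations and 0 to 1 for the interaction. The 0 in both IC contrasts came without mouse B, where 600 and 289 genes had an unadjusted p under 0.05. The sets called ranged from 2 to 4 for IC in DMSO, 2 to 5 for IC in iBET and 0 to 4 for the interaction.

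The held-out ratio of 0.679 was 0.811 (SD 0.446) with the block, where mouse B gave 1.31 from 2 genes. It was 0.442 (SD 0.35) for genes called lower with IC, where mouse C gave 0.195 from 1 gene and mouse A 0.69 from 53. It was 1.16 for genes chosen in iBET, 0.740 for 50 genes chosen in DMSO and 1.08 for 50 chosen in iBET. Mouse B gave no value where no genes were called without it.

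Of the 9 sets, an estimated correlation called 2 for IC in iBET, 1 for iBET in Ova and 0 for iBET in IC (1 at an unadjusted p under 0.05). Fry called 2 for IC in iBET, 2 for iBET in Ova and 5 for iBET in IC, among them endocytic machinery and actin cytoskeleton. With no filter camera called 5 for iBET in IC, among them endocytic machinery. For the interaction 1 set was called with no filter and 3 with the block.

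Direction was reversed in genes that were not called. With iBET in Ova, Fcgr4 was 0.0947 with 1 surrogate variable and 0.0354 with the trend removed, and -0.62 to 0.24 across the fits that left out 1 library or 1 mouse. Cxcl2 was 0.0219 with the trend removed and 0.0168 with the block and the trend removed, and -0.20 to 0.10 across those fits. Brd3 was 0.0032 with voom and -0.53 to 0.0462, and Fcer1g -0.0315 to 0.33. With iBET in IC, Fcgr4 ranged from -0.22 to 0.32. Over the 65 results for single genes, 1674 comparisons kept direction and call, 98 lost a call, 17 gained one and 18 changed direction. Over the 14 results for sets, 276 kept the call and 32 lost it. Some genes were absent when at least 10 counts were required in every library.

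With mouse as a block, Fcgr1 (iBET in both stimulations), cell cycle (IC in DMSO, interaction), interferon-stimulated genes and Toll-like receptors and adaptors (interaction) gained a call and lysosome (IC in iBET) lost one. In edgeR the block changed no other call of a reported gene or of a set. In DESeq2 the block added the calls of Jag1 and Tnfaip2 for the interaction.

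For IC in DMSO, IC in iBET, iBET in Ova and iBET in IC, 1, 1, 1 and 1 of the 10 splits of the 6 libraries gave as many genes, which was the real split, and the other splits called at most 0, 0, 1 and 0 genes. Of these, 4 splits part the 3 mice as the real one does, and the 6 others part 1 mouse. For the interaction 10 of 10 splits gave as many, since none were called (292 at an unadjusted p under 0.05). With 10 splits the share cannot be under 0.1, so these tests cannot decide. The depth of 1.77 M counts outside Rn45s in the DMSO Ova library of mouse A limits changes in genes of low count in that group.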

Other observations

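Of the tests in this part, those on scaling and on length and GC content were set before their own results were seen. Removal of the trend on length and GC content was nevertheless chosen after seeing the data. The other tests were chosen only after the result was seen.

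Rn45s took 77.4% of the counts of the DMSO Ova library of mouse A. The other 3 libraries of mouse A had a median of 2.81% (1.92% to 7.83%) and the 8 libraries of mice B and C a median of 3.54% (1.41% to 4.40%), which argues against a general property of the cells of mouse A. The 7.83% was in its DMSO IC library, above the highest of mice B and C, so a problem shared by the DMSO libraries of mouse A stays open. In the DMSO Ova library of mouse A, the correlation across genes (Spearman) of the change with transcript length was 0.0152. This lay inside the range of the other 11 (-0.183 to 0.194), which argues against loss of long fragments. Less complete removal of ribosomal RNA in that library may be the source and was not tested, nor was any biological explanation.

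More genes were called for IC in DMSO (140) than in iBET (40). With each arm fitted alone, the median ratio of standard errors, iBET over DMSO, was 0.727 with all mice (larger in iBET for 15.4% of genes) and 1.13 without mouse A (74.9%). Without mouse A more genes were called in iBET (305) than in DMSO (159). The difference to be explained was absent there, so that fit cannot decide its source. It was also absent when the arms were fitted alone with all mice (5 in DMSO and 99 in iBET). In the joint fit that gave 140 and 40, the median standard error was 0.184 in DMSO and 0.179 in iBET. That fit shares each gene's dispersion among the groups, so these standard errors cannot compare the precision of the arms. The fits of each arm alone, with all mice, showed no lower precision in the iBET libraries, which argues against it as the source of the difference. Those fits also turned the order of the counts around, so that order depended on fitting the arms together. For 50 genes chosen in iBET and measured in the mouse left out, the mean ratio of responses was 1.08 ± 0.128 (SD, n = 3 mice), and for 50 chosen in DMSO 0.740 ± 0.0703. This argues against one weaker response shared by all IC genes. A response weaker in some genes and not in others may remain, but the interaction called 0 genes (292 at an unadjusted p under 0.05).

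Among the genes singled out by the study, iBET raised Tnf, Nfkbia and Nfkbie and lowered Irg1 and Ikbke, a grouping made after the values were seen. In Ova, in a fit without the library of low depth, 4 of the 5 (Nfkbia, Nfkbie, Irg1 and Ikbke) kept sign and call, which argues against that library as the source for these 4. Tnf in Ova kept its sign but not its call in that fit (0.44, SE 0.17, adjusted p 0.0721). In the fit without mouse A, which also lacks the library, Tnf was called (0.46, SE 0.10, adjusted p 0.00546), which argues against the library as the whole source. Another scaling moved the median gene by at most 0.0416, against a smallest change of 0.47, which argues against scaling between libraries. With a trend on transcript length and GC content removed in the blocked fit, 10 of the 10 calls held. An effect of the drug that differs between these genes may be offered as a hypothesis. Counts are relative and no spike-in was used here, so a change in total RNA per cell would not be seen.

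The number of genes called for IC against Ova in DMSO was 140 with edgeR, 270 with DESeq2, 315 with edgeR and mouse as a block, 350 with that block and a trend removed, 427 with DESeq2 and the block, and 504 with 1 surrogate variable. The counts with DESeq2 and the block and with 1 surrogate variable are higher than the number quoted from the study, and the others listed are lower.

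The number of genes called for IC against Ova in iBET was 40 with edgeR, 103 with DESeq2, 130 with 1 surrogate variable, 176 with DESeq2 and mouse as a block, and 243 with voom and sample weights. The last is higher than the number quoted from the study, and the others are lower, the count with DESeq2 and the block by little.

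The number of genes called for iBET against DMSO in Ova was 3593 at an adjusted p under 0.05 and 2129 under 0.01. The former is higher than the number quoted from the study, and the latter lower.

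The threshold behind the numbers quoted from the study is uncertain, and a plot in the study names a stricter one than that used here. At an adjusted p under 1e-05, edgeR called 0 genes for IC in DMSO, 0 for IC in iBET (1341 and 860 at an unadjusted p under 0.05) and 132 for iBET in Ova. With DESeq2, which the study used, genes did pass that threshold in both IC contrasts. The smallest adjusted p of its Wald test was 5.37e-19 for IC in DMSO and 6.59e-28 for IC in iBET.

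The genes called for iBET against DMSO in Ova made up 14.7% of the symbols counted and 31.3% of the genes tested. Both are higher than the share quoted from the study.

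The interactions of Tnf, Nfkbia, Nfkbie and Cxcl2, which compare the IC response between arms, were 0.14, -0.19, -0.00245 and 0.27, with unadjusted p-values of 0.53, 0.344, 0.99 and 0.398. The study's text describes the induction of these genes as weakened by the drug, and the interactions neither show nor exclude a partial weakening. Levels with IC were not lower with the drug. The change with iBET in IC was called higher for Tnf (0.73), Nfkbia (0.47) and Nfkbie (0.74), and was not called for Cxcl2 (0.23).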
